A study of Mus musculus with 12 samples.

How the data were processed

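RNA was measured by sequencing in 12 mouse lung libraries, 3 in each of 4 groups that cross tissue (dissected LLC tumours or normal adjacent lung) with treatment (HDM or VEH). The series title spells out HDM as house dust mite. The labels do not spell out VEH or LLC, and both are used here as given. Per the labels' protocols, tissue was dissected under a microscope and frozen, and libraries were made by a stranded dUTP method and sequenced from both ends. The protocol leaves open whether RNA was selected by poly(A) tail or depleted of ribosomal RNA. The labels give the same batch for all 12 libraries.

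The deposited table holds raw counts per Ensembl gene, with a column per library and a column of gene lengths, per the file headers. The labels state no aligner, counting program, genome build or annotation, and none of these is assumed here. Whether the counting used the strand is also not stated. Genes that overlap another gene on the opposite strand are therefore uncertain, which the report says where the other gene was tested, and so are members of families of near-identical copies. Of the 78298 gene identifiers in the table, 78168 occur in GENCODE mouse release M39, and for 62058 the deposited length equals the exon length in that release. The 130 other identifiers carried 0.143% of all counts. Symbols, biotypes and coordinates were taken from GENCODE M39 on the GRCm39 build and are not the authors' own.

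Groups came from the sample labels. Library names carry a prefix, and each of the 6 prefixes joins 1 normal and 1 tumour library. The replicate numbers in the titles do not follow these prefixes. For 2 of the prefixes, the normal and the tumour library have different treatment labels: normal VEH replicate 2 goes with tumour HDM replicate 2, and normal HDM replicate 3 goes with tumour VEH replicate 3. The labels were kept as given in every comparison of the report. Series text calls the normal tissue matched, but because of this conflict no pairing entered the main test. The groups, tests, gene lists, rule for naming genes and alternatives (except the last named) were fixed before the data were examined.

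Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr (minimum count 10), which left 22190 genes, and libraries were scaled by TMM. A model with a coefficient per group was fitted to all 12 libraries with robust quasi-likelihood dispersion. There were 5 comparisons: tumour against normal under VEH, tumour against normal under HDM, HDM against VEH in normal tissue, HDM against VEH in tumours, and the interaction, which is the difference between the first pair of comparisons. P-values are from the edgeR quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over the genes of each comparison, and a gene is called changed at an adjusted p below 0.05. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. Levels are CPM, the counts scaled to a common library total after TMM, given as mean ± SD with 3 libraries per group. A gene with 3 counts or fewer in every library of a group is treated as at the floor, and its fold change is given as a bound against that floor.

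In each comparison the named genes are up to 5 with the largest rise and up to 5 with the largest fall among changed genes that have an average log2 CPM of at least 3 and, outside the interaction, no overlap between the libraries of the compared groups. Immunoglobulin and T-cell receptor segments and genes without a symbol were counted but not named. Where no gene passed, the 3 genes with the smallest unadjusted p in each direction were named. Any member of the gene lists may be named as well.

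There were 12 tested gene lists, written from general knowledge: type 2 allergic response, alveolar epithelium, airway epithelium, endothelium, fibroblast and matrix, T and NK cells, B and plasma cells, macrophages and monocytes, neutrophils, cell cycle, interferon response, and hypoxia and glycolysis. Another 4 lists (cardiac muscle, skeletal muscle, adipose tissue and sex-linked genes) were used only to describe the dissected pieces. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 12 lists. Each test was repeated with fry and with camera using an estimated correlation. A list level is the mean log2 CPM of its genes in a library. Principal components were computed on the 1000 most variable genes.

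The alternatives were DESeq2 size factors, scaling by library size only, no filter on low counts, a filter of at least 10 counts in every library, the Wald test of DESeq2 1.42.0, fits of only the compared groups, a block for replicate number, a block for library-name prefix, removal of the 4 libraries with conflicting prefixes, and leaving out each library in turn. Exchanging the treatment labels of the 2 normal libraries with conflicting prefixes was written before the data were examined as a test among the splits of the libraries. It was added as an alternative for the other results after the data were seen.

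The test was tried on simulated counts for 22190 genes, of which 200 were changed between tumour and normal. The filter left 21146 of these for testing. Of 100 genes changed by a log2 of 2, the test called 61, and of 100 changed by a log2 of 1, it called 5. It made 2 calls on unchanged genes, and 0 calls in the treatment comparison in normal tissue and 0 in the interaction, where nothing had been changed. In a second simulation, with 21124 genes tested, the list test called the 1 shifted list and 0 others. Genes were drawn independently of each other there. It thus does not show how often the list test makes false calls when the genes of a list vary together. The spread was scaled by an average over genes. At this depth and number of libraries, moderate changes are thus often missed where few genes change.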

Results

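Gene expression was measured in lung tumours and normal adjacent lung of mice treated with house dust mite (HDM) or VEH. There were 3 normal VEH, 3 normal HDM, 3 tumour VEH and 3 tumour HDM libraries. Total counts per library ranged from 20608682 (tumour VEH replicate 3) to 32765364 (normal VEH replicate 2). In normal tissue the totals were 27011663, 32765364 and 25844407 for VEH replicates 1, 2 and 3, and 25453248, 28878040 and 26743340 for HDM. In tumours they were 23298763, 26706879 and 20608682 for VEH, and 21875539, 27629026 and 30187882 for HDM. Mitochondrial genes took from 0.342% (tumour HDM replicate 3) to 5.38% (normal VEH replicate 1) of counts. The most abundant gene in normal VEH replicate 1, the airway secretory gene Scgb1a1, took 8.79% of its counts. Replicate libraries of a group differed by more than counting noise, so they are not repeat runs of 1 library. Each was counted as a separate sample because the labels number them as replicates.

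The first principal component held 76.6% of the variance of the 1000 most variable genes and ordered the libraries by tissue. Among tumours, VEH replicate 2 lay nearest the normal libraries on this axis, at -0.57, and HDM replicate 3 lay farthest, at 151. The second component held 10.3% of the variance. On it, normal HDM replicates 1 and 2 and normal VEH replicate 2 had positive values (48.1, 33.3 and 36.1), whereas normal HDM replicate 3 and normal VEH replicates 1 and 3 had negative values (-23.7, -35.2 and -29.0). The 2 normal libraries that lie with the other treatment on this axis are those whose library-name prefix joins them to a tumour of the other treatment.

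**Figure D1:**
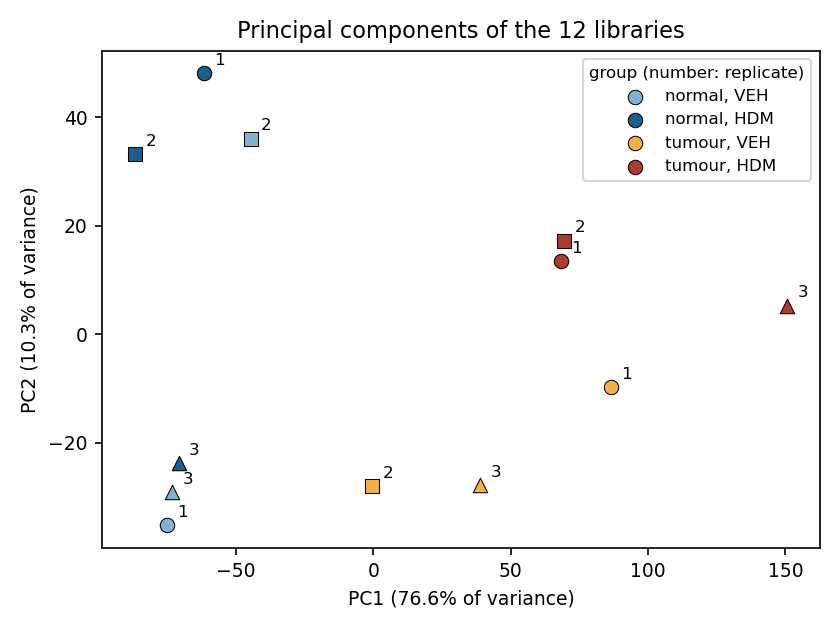
First and second principal components of log2 CPM over the 1000 most variable genes, as percent of variance; each point is a library, coloured by group and numbered by replicate. The first component (76.6%) orders the libraries by tissue, and on the second (10.3%) normal VEH replicate 2 lies with normal HDM replicates 1 and 2.

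The comparison of tumour with normal tissue under VEH asked which genes differ between an LLC tumour and the adjacent lung without mite exposure. Of 22190 genes tested, 8624 were changed at an adjusted p below 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 4045 higher and 4579 lower in tumour. The libraries of both groups did not overlap for 52.4% of genes, against 10% by chance. Removing the 4 libraries with conflicting prefixes moved this count most, to 5603. Scaling matters for small changes here, because the median log2 change of all genes was -0.11 under TMM and 0.03 when libraries were scaled by size only. Under that scaling 4797 genes were higher and 3910 lower, so which direction held more genes depends on the scaling.

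Among the named genes, Cxcl9 (ENSMUSG00000029417, chromosome 5, 92469206 to 92475945, protein-coding) rose most. Its level was 133 ± 28.2 CPM in tumours and 1.49 ± 1.95 CPM in normal tissue (mean ± SD, n = 3 each; 0.378 CPM without normal VEH replicate 2), a log2 fold change of 6.43 ± 1.16 (SE, adjusted p 0.0025). The long noncoding RNA H19 (chromosome 7, 142129262 to 142133957) rose by 6.02 ± 1.42 on the log2 scale (adjusted p 0.00857), with a wide spread between tumours (51.4 ± 69.2 CPM, or 11.5 CPM without VEH replicate 1). Lrrc15 rose by 5.06 ± 1.06 (adjusted p 0.00491) and Rhox2g, a member of a family of similar X-linked genes whose reads may be shared, by 5.05 ± 1.35 (adjusted p 0.0151). The noncoding gene Apol7d rose by 5.38 ± 1.25 (adjusted p 0.00794). It lies opposite Fn1, whose total count over the 12 libraries was 1422170 against 37661 for Apol7d, so its value is uncertain. H19 and Lrrc15 also overlap tested genes on the opposite strand (1928 counts for Gm56420 against 12752 for H19, and 1433 for Gm60555 against 3237 for Lrrc15). Without normal VEH replicate 2, the normal mean went from 0.650 to 0 CPM for Rhox2g and from 4.03 to 0.685 CPM for Apol7d. The size of these rises therefore depends on that library.

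The largest falls were in Pkhd1l1, Gm26771, Upk3b, Sfrp2 and Gm73038. Pkhd1l1 (chromosome 15, 44320818 to 44464765) was at the floor in all 3 VEH tumours and at 66.0 ± 82.4 CPM in normal tissue, at least 525-fold lower in tumour. This bound rests on normal VEH replicate 2 (159 CPM). Without it, the mean was 19.7 CPM and the bound at least 157-fold. Upk3b (chromosome 5, 136067350 to 136075342) had a log2 fold change of -9.22 ± 2.06 (adjusted p 0.00675) and Sfrp2 (chromosome 3, 83673481 to 83681623) of -8.86 ± 1.75 (adjusted p 0.00372). Gm26771 overlaps Sfrp2 on the opposite strand, so its bound is uncertain. It was at least 302-fold lower, or 58.7-fold without normal VEH replicate 2. Gm73038 had a log2 fold change of -6.34 ± 1.78 (adjusted p 0.0187). In normal tissue these genes varied widely between libraries, for example 147 ± 127 CPM for Upk3b. Normal VEH replicate 1 held only 0.986, 0.904 and 0.575 CPM of Pkhd1l1, Upk3b and Gm73038. The highest levels in a VEH tumour were 0.0744, 0.595 and 0.554 CPM. For Sfrp2 and Gm26771 that normal library held more (10.7 and 3.33 CPM). The size of these falls therefore depends on which normal pieces are compared. Upk3b overlaps a tested gene on the opposite strand with 95 counts (Gm71213). Without normal VEH replicate 2, the normal mean went from 102 to 21.3 CPM for Sfrp2 and from 30.8 to 5.59 CPM for Gm73038.

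Under HDM, the same comparison of tumour with normal tissue gave 11512 changed genes, 5110 higher and 6402 lower in tumour, and libraries did not overlap for 63.1% of genes, against 10% by chance. Scaled by size only, 6161 were higher and 5723 lower, and the median log2 change of all genes went from -0.08 to 0.10. Tumour-normal log2 changes under VEH and under HDM, which come from separate libraries, correlated across genes with a Pearson r of 0.81 (genes are not independent replicates). Of the genes changed under both treatments, 7272 in number, 7256 changed in the same direction. A further 1352 genes were changed under VEH alone and 4240 under HDM alone, but the interaction test found 0 genes whose tumour-normal difference depended on treatment at an adjusted p below 0.05, so these genes are not shown to differ between treatments.

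The largest rises under HDM were in Nxf3, Xist, Rhox2g, Dkk2 and Agtr2. Dkk2 (chromosome 3, 131790336 to 131886065) was at 725 ± 147 CPM in tumours and 5.49 ± 3.95 CPM in normal tissue, a log2 fold change of 7.04 ± 1.39 (adjusted p 0.00229). Nxf3 (X chromosome, 134972848 to 134986152) rose by 8.10 ± 1.74 (adjusted p 0.00353), Rhox2g by 7.19 ± 1.55 (adjusted p 0.00357) and Agtr2 by 6.96 ± 1.63 (adjusted p 0.0054), from a tumour mean of 20.3 CPM that was 7.92 CPM without HDM replicate 3. Xist, the noncoding RNA of X inactivation (X chromosome, 102503972 to 102537573), rose by 7.67 ± 0.81 (adjusted p 0.000131), with tumour levels of 143, 59.8 and 390 CPM in HDM replicates 1, 2 and 3, so its mean rests largely on replicate 3. Its antisense partner Tsix overlaps it, with a total count of 1118 against 20268 for Xist.

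The largest falls under HDM were in genes of xenobiotic metabolism and airway epithelium. Cyp1a1 (chromosome 9, 57595211 to 57611107) was at the floor in all 3 HDM tumours, at least 170-fold lower than the 17.9 ± 15.8 CPM of normal tissue (88.7-fold and 9.37 CPM without normal HDM replicate 3). Wif1 was also at the floor, at least 113-fold lower. Aldh3a1 had a log2 fold change of -8.16 ± 1.38 (adjusted p 0.000998), Ces1f of -7.88 ± 1.79 (adjusted p 0.0047) and Cyp2f2 of -7.79 ± 1.74 (adjusted p 0.00431). Cyp2f2 fell from 6253 ± 3385 to 28.2 ± 24.2 CPM, and Gm15883 overlaps it on the opposite strand (347470 counts against 1126438), so some counts may be shared. Ces1f belongs to a cluster of similar carboxylesterase genes.

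Among the gene lists, the cell cycle list was higher in tumour under both treatments, with a median log2 change of 2.91 under VEH (camera adjusted p 3e-13) and 4.01 under HDM (4.83e-12). All 20 of its genes were called in both comparisons. The endothelium list was lower, by a median of -3.10 under VEH and -4.17 under HDM, with 15 of 15 genes called in each. B and plasma cells were lower as well (-1.78 and -3.30, or -3.14 under HDM with 2 genes set at their bound), and hypoxia and glycolysis was higher (0.54 and 1.34). The alveolar epithelium list was lower under VEH (-2.54) and under HDM (-4.08). Macrophages and monocytes were higher under VEH (0.92) and HDM (0.66). The interferon response list was higher under VEH (1.95, camera adjusted p 1.27e-05, 17 of 18 genes), and not under HDM (0.20, adjusted p 0.907). The T and NK cells list had a median of 1.53 under VEH and -1.08 under HDM. Airway epithelium was lower under HDM (-4.29) and not called under VEH (-1.58, adjusted p 0.167). Whether these differences depend on treatment was tested by the interaction, which was -1.90 for interferon response (camera adjusted p 1.2e-12, fry 0.125) and -3.52 for airway epithelium (camera 0.000514, fry 0.41; -2.09 without tumour VEH replicate 2). The fibroblast and matrix (0.25 and 0.18), type 2 allergic response (0.12 and -2.51) and neutrophil (-2.15 and -1.58) lists were not called under VEH or HDM. Under fry, the calls for alveolar epithelium and for T and NK cells under VEH, and for macrophages and monocytes under HDM, did not hold. The others did. With an estimated correlation, 0 lists passed in any of the 5 comparisons. Single libraries decided several of these values. Without normal VEH replicate 2, medians under VEH were 0.80 for neutrophils, 0.75 for type 2, 2.29 for macrophages and monocytes, 1.34 for hypoxia and glycolysis, and 0.08 for fibroblast and matrix, and B and plasma cells (-1.51) were no longer called. Without normal VEH replicate 1, fibroblast and matrix under VEH was at 0.95. Without normal VEH replicate 3, macrophages and monocytes were at 0.54 and hypoxia and glycolysis at 0.24. Without tumour VEH replicate 2, airway epithelium was called (-2.87) and type 2 was -0.32. Under HDM, neutrophils were at 0.64 and macrophages and monocytes at 1.28 without normal HDM replicate 1, and type 2 was -1.02 without normal HDM replicate 2. Without tumour HDM replicate 3, T and NK cells (-0.57) and macrophages and monocytes (0.77) were no longer called and interferon response was 0.81; without tumour HDM replicate 1 the last was -0.13. Macrophages and monocytes under HDM were also not called without normal HDM replicate 3 (0.57) or tumour HDM replicate 2 (0.79), and fibroblast and matrix there was 0.51 without tumour HDM replicate 2.

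Treatment in normal tissue was the comparison of HDM with VEH in normal adjacent lung, and it gave 0 changed genes. Normal VEH replicate 2 also carried transcripts of the tumours, as described among the other observations. At an unadjusted p below 0.05 there were 1230 genes, against 1109.5 by chance, and the smallest adjusted p was 0.801. Libraries of both groups did not overlap for 10.3% of genes, close to the 10% that chance gives. The DESeq2 Wald test gave 43 genes. Moving the 2 treatment labels that conflict with the library-name prefixes gave 576 genes. This exchange was written as a test of other splits before the data were examined, and made an alternative for all results afterwards. The genes with the smallest unadjusted p did not pass the correction: Myl4 (2.98 ± 0.57), Eno3 (1.49 ± 0.39) and Tyw1 (0.69 ± 0.18) were higher under HDM, and Atp5mj (-0.78 ± 0.13), Rps27l (-0.61 ± 0.11) and Rpl35a (-0.64 ± 0.11) were lower. These values are log2 fold changes ± SE, with adjusted p-values of 0.801 or 0.808. Rps27l and Rpl35a belong to families with many processed copies. Atp5mj, Eno3, Rpl35a and Myl4 overlap tested genes on the opposite strand, so their values are uncertain. For Myl4 the opposite gene, Cdc27, had more counts (19307 against 2699). Its own log2 change was -0.036, which argues against counts shared from Cdc27 as the source of the higher Myl4 level.

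Camera called 5 lists between HDM and VEH in normal tissue. B and plasma cells (0.81), T and NK cells (0.53, or 0.52 leaving out 1 gene at the floor in both groups), type 2 allergic response (0.67) and macrophages and monocytes (0.09) were called as higher under HDM, and cell cycle (-0.71) as lower. The type 2 call was lost with at least 10 counts in every library (0.18), with scaling by size only (0.67), when only the normal groups were fitted (0.63) and with a block for library-name prefix (0.97). That block also dropped macrophages and monocytes (0.03) and called alveolar epithelium (1.75), endothelium (0.65), hypoxia and glycolysis (-0.65) and fibroblast and matrix (-0.45). Without the 4 libraries of conflicting prefixes, cell cycle (-0.06) and T and NK cells (0.66) were not called and neutrophils were (3.43). In that fit type 2 (1.93), macrophages and monocytes (0.93) and B and plasma cells (1.25) stayed called, at higher medians. When only the normal groups were fitted, macrophages and monocytes were not called (0.11) and alveolar epithelium was called as higher (0.39). None of the 5 held under fry, where every list had an adjusted p of 0.912. Over the 6 fits that each left out 1 library, the type 2 median ranged from 0.12 (without normal HDM replicate 2) to 1.48 (without normal VEH replicate 2), and B and plasma cells from 0.49 (without normal VEH replicate 3, no longer called) to 1.11 (without normal VEH replicate 2). Macrophages and monocytes ranged from -0.26 (without normal VEH replicate 3) to 0.72 (without normal VEH replicate 2). T and NK cells ranged from 0.37 (without normal HDM replicate 1, no longer called) to 0.67 (without normal HDM replicate 3). Cell cycle ranged from -1.07 (without normal VEH replicate 1) to -0.014 (without normal VEH replicate 2, no longer called). Of the 6 fits, 4 lost the call of type 2, 4 that of macrophages and monocytes, and 3 that of T and NK cells. The type 2 marker Chil3 was at 95.0, 7313 and 203 CPM in normal VEH replicates 1, 2 and 3, and at 7705, 5271 and 75.3 CPM in normal HDM replicates 1, 2 and 3. Chil3 therefore varied within both labelled groups by more than it differed between them. The neutrophil list, not called, had a median of -0.44, which became 2.85 without normal VEH replicate 2.

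Treatment in tumours was the comparison of HDM with VEH tumours. It gave 21 changed genes, 2 higher and 19 lower under HDM, of 22190 tested. At an unadjusted p below 0.05 there were 3698 genes. Libraries of both groups did not overlap for 4882 genes, against 2290 in normal tissue, where the share was close to that of chance. The count depended strongly on the test and on single libraries: the DESeq2 Wald test called 1311 genes, whereas 5 of the 6 fits that each left out 1 tumour library called 0 and the other, without tumour HDM replicate 3, called 24.

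The genes named as lower in HDM tumours were H2-Ab1, Ly6a, Psmb8, Psmb9 and Ube2l6. H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34476663 to 34488393), which encodes a chain of the major histocompatibility complex class II, was at 116 ± 68.3 CPM in HDM and 845 ± 125 CPM in VEH tumours, a log2 fold change of -2.87 ± 0.43 (adjusted p 0.0446). Ly6a (chromosome 15, 74863840 to 74869880) had a log2 fold change of -2.32 ± 0.31 (adjusted p 0.034). The immunoproteasome genes Psmb8 (chromosome 17, 34416690 to 34420428) and Psmb9 (chromosome 17, 34400960 to 34406738) had log2 fold changes of -2.13 ± 0.28 (adjusted p 0.034) and -2.10 ± 0.32 (adjusted p 0.0446). Psmb9 overlaps Tap1 on the opposite strand and Psmb8 overlaps Gm20496, so their counts may be shared. Abcc5, Ly6a and Ube2l6 also have a tested gene on the opposite strand, with at most 839 counts. Ube2l6 (chromosome 2, 84628630 to 84640783) had a log2 fold change of -2.05 ± 0.26 (adjusted p 0.0274). Both changed genes that were higher in HDM tumours were ATP-binding cassette transporters. Abca1 (chromosome 4, 53030787 to 53159900) had a log2 fold change of 1.14 ± 0.14 (adjusted p 0.0274) and Abcc5 (chromosome 16, 20150053 to 20245192) of 1.15 ± 0.17 (adjusted p 0.0446). All 7 lost their call in the fits without tumour VEH replicate 1, 2 or 3 and without tumour HDM replicate 1 or 2, and kept their direction.

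**Figure D2:**
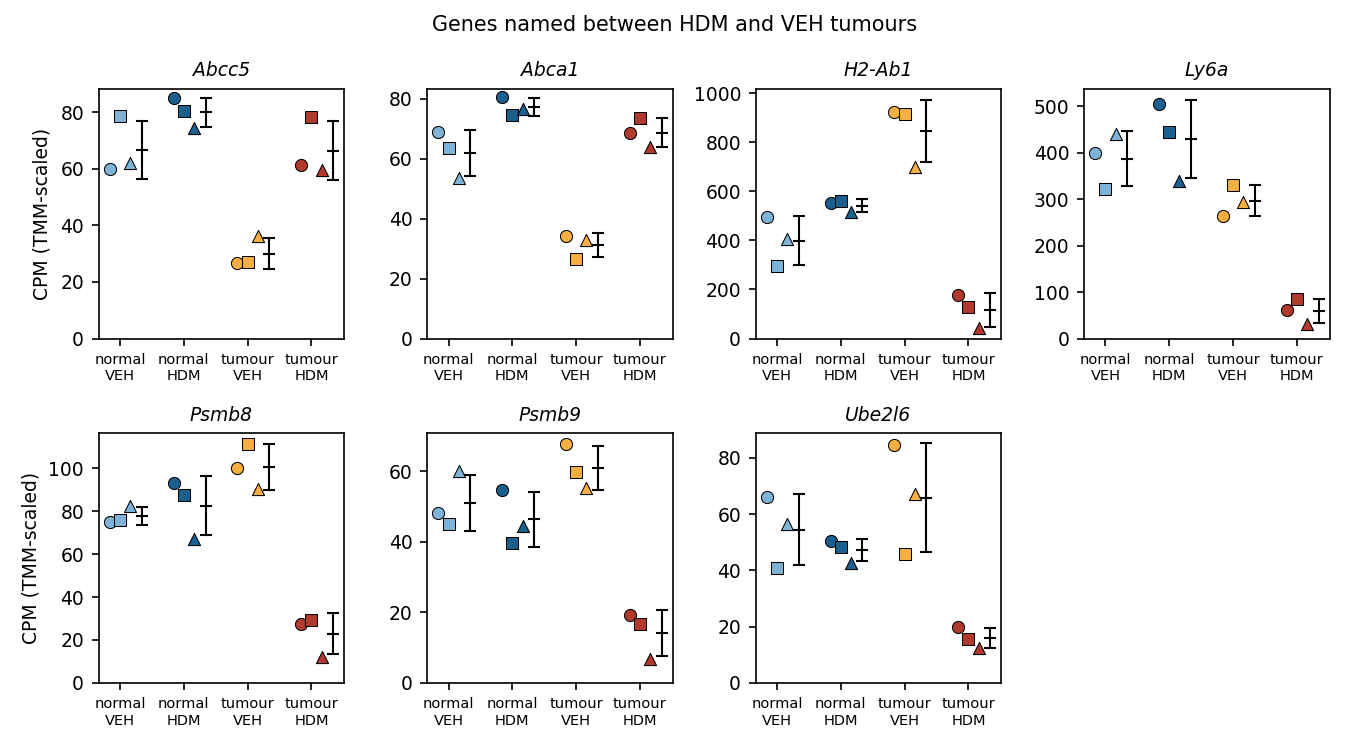
TMM-scaled CPM of the 7 genes named between HDM and VEH tumours, in each library of the 4 groups (marker shape gives the replicate; black marks show mean ± SD, n = 3). H2-Ab1 was at 116 ± 68.3 CPM in HDM tumours and 845 ± 125 CPM in VEH tumours.

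The interferon response list had a median log2 change of -2.17 in HDM against VEH tumours (camera adjusted p 3.58e-15), with 18 of 18 genes lower. The T and NK cells list had a median of -2.15 (2.49e-13), with 19 of 19 genes lower. These 2 calls held under fry, each with an adjusted p of 0.0167. Over all genes tested, 0 genes of either list were called, and adjusted over the list alone 16 of the 18 interferon genes and 15 of the 19 T and NK cell genes were. Cd8a was at 2.77 CPM in HDM and 13.6 CPM in VEH tumours. Camera also called airway epithelium (-3.39), alveolar epithelium (-1.40) and endothelium (-1.02) as lower, and these did not hold under fry. Without tumour VEH replicate 2 they were -1.71, -0.61 and -0.58. The macrophage and monocyte list was not called (0.19, adjusted p 0.605), nor was the type 2 allergic response list (-0.41, or -0.28 with 2 genes at their bound, adjusted p 0.118). Both depend on the fit: with a block for library-name prefix they were called as lower, at -1.20 and -3.21, and so were neutrophils (-2.92), B and plasma cells (-1.91), cell cycle (-0.99) and hypoxia and glycolysis (-0.83), whereas endothelium (-0.48) was no longer called. In that fit the treatments are linked only through the 2 prefixes that join different treatments. Its values therefore also draw on normal libraries and are not a comparison of the tumours alone. Type 2 was also called without tumour HDM replicate 1 (-0.80) and with scaling by size only (-0.32). B and plasma cells were not called (-0.54, or -0.51 with 1 gene at its bound and 1 left out, adjusted p 0.0581), close to the threshold. They were called with scaling by size only (-0.45), without a filter (-0.58), with at least 10 counts in every library (-0.57), when only the tumour groups were fitted (-0.52) and with the replicate block (-0.56). The remaining lists were not called either: neutrophils (0.79), fibroblast and matrix (0.26), cell cycle (-0.06) and hypoxia and glycolysis (-0.09). Cell cycle was called as higher without the 4 libraries of conflicting prefixes (0.22). Over the 6 fits that each left out 1 tumour library, the macrophage list ranged from 0.00099 (without HDM replicate 2) to 0.46 (without VEH replicate 1). B and plasma cells ranged from -1.06 (without HDM replicate 1) to -0.26 (without HDM replicate 3). They were called without HDM replicate 1 and without VEH replicate 3 (-0.76). Type 2 ranged from -0.80 (without HDM replicate 1) to -0.18 (without VEH replicate 2). Fibroblast and matrix ranged from -0.26 (without HDM replicate 1) to 0.48 (without VEH replicate 3), and cell cycle from -0.30 (without HDM replicate 3) to 0.11 (without HDM replicate 2).

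**Figure D3:**
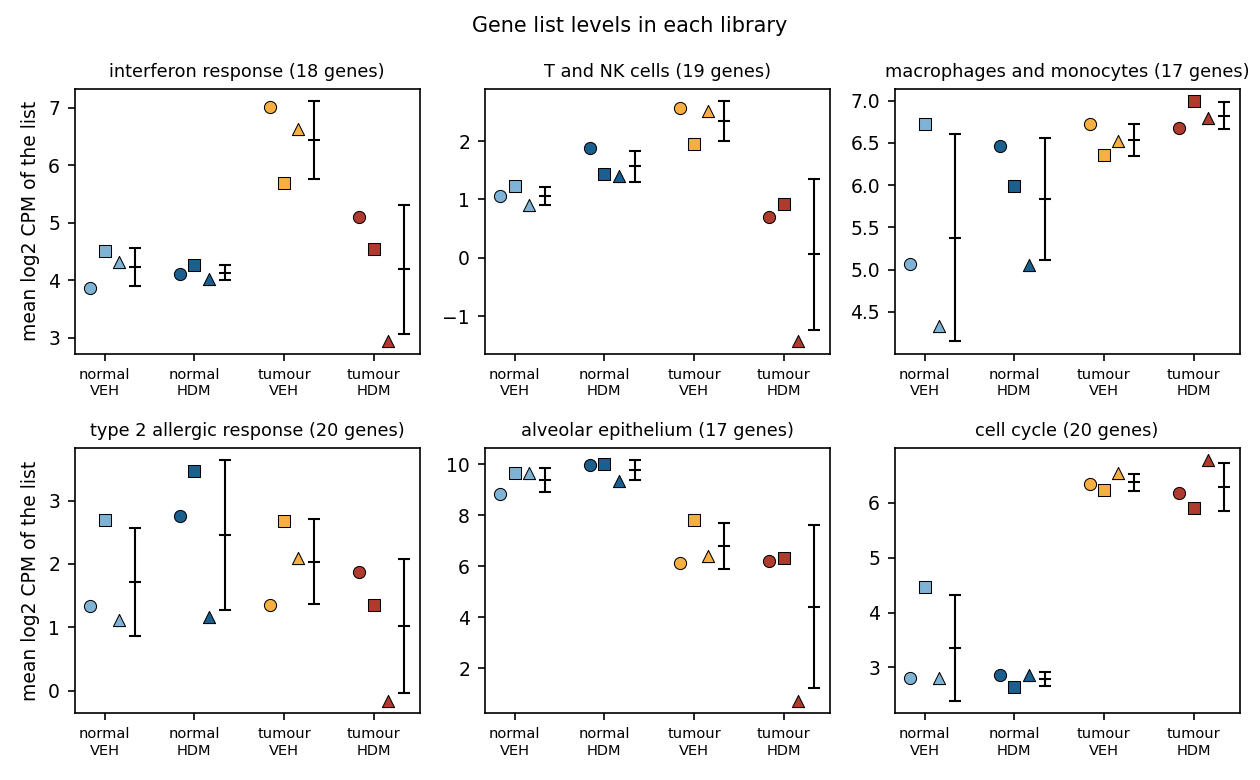
Mean log2 CPM of 6 gene lists in each library of the 4 groups (marker shape gives the replicate; black marks show mean ± SD, n = 3). The interferon response list lay between 2.94 and 5.10 in HDM tumours and between 5.70 and 7.01 in VEH tumours, and normal VEH replicate 2 stood apart in the cell cycle list at 4.47.

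The interaction asked whether the tumour-normal difference depends on treatment. It gave 0 changed genes, with 2084 at an unadjusted p below 0.05 and a smallest adjusted p of 0.286. The DESeq2 Wald test gave 222. The genes with the smallest p, which did not pass the correction, were Gm6634 (2.45 ± 0.50), Zdhhc20 (0.82 ± 0.19) and Msi2 (1.09 ± 0.25) with a higher, and H2-DMa (-1.97 ± 0.30), Tap2 (-1.30 ± 0.21) and Mgl2 (-3.66 ± 0.63) with a lower tumour-normal difference under HDM. These are log2 values ± SE, with adjusted p-values from 0.286 to 0.41. H2-DMa overlaps Brd2 on the opposite strand (67461 counts against 16783), and Tap2 and Msi2 also overlap tested genes there, so these values are uncertain. Camera called 8 lists, described among the results for a closer look, and 0 of them held under fry, where the lowest adjusted p was 0.0657 (T and NK cells).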

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

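The interaction test, the gene-list tests, the regrouping of libraries and the alternatives were fixed before the data were examined, except the exchange of labels. That exchange as an alternative, and the other tests in this part, were chosen after the results were seen. The tumour-normal difference was compared between treatments by an interaction term, and camera gave an adjusted p below 0.05 for 8 of the 12 gene lists. Which lists passed depends on the libraries with conflicting prefixes. With a block for prefix, macrophages and monocytes (-1.25), neutrophils (-2.61, against 1.21 without the block) and fibroblast and matrix (0.35) passed as well, and cell cycle (0.29) did not. Without the 4 libraries, macrophages and monocytes (-1.30) and neutrophils (-3.01) passed as well. None of the 8 held under fry or with an estimated correlation, and the gene-level interaction gave 0 genes, with 2084 at an unadjusted p below 0.05. Over 50 regroupings of the libraries, the labelled one included, 50 of 50 gave as many genes as the labelled one, since that count was 0. Library totals overlapped between the treatments.

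The interferon response list had a median log2 interaction of -1.90 and the T and NK cells list of -2.55 (-2.53 without 1 gene at the floor), so that both were relatively lower in HDM tumours. Exchanging the treatment labels of the 2 normal libraries with conflicting prefixes left the medians at -2.35 and -2.39, which argues against those labels as the cause. The difference between HDM and VEH tumours itself was tested against further technical explanations. After each tumour library's share of lung tissue, estimated from alveolar genes, was subtracted as that share of the normal profile, the median difference was -2.56 for interferon response and -2.26 for T and NK cells, with no overlap between the groups. Dilution of every other cell type by tumour cells would lower the macrophage list as far, but relative to that list the interferon response list was lower by a log2 difference of -2.54 and the T and NK cells list by -2.57, in 3 of 3 HDM tumours (SE 0.73 and 0.72). With a block for library-name prefix the macrophage list itself was lower (-1.20), and the relative differences were -1.24 ± 1.01 and -1.09 ± 1.04 (SE, 3 degrees of freedom), within their error. Removing a trend with gene length and GC content across genes left medians of -1.92 and -1.83. These tests argue against lung tissue and length or GC bias as the whole cause, and, in the fit without a block, against even dilution. A lower interferon response with fewer T and NK cells in tumours of HDM-treated mice stays open as a hypothesis, found and tested on the same 6 tumours, of which HDM replicate 3 was the lowest for both lists (2.94 and -1.43).

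The airway epithelium (-3.52), alveolar epithelium (-1.68) and endothelium (-1.19) lists also had lower tumour-normal differences under HDM. The estimated lung share of the tumour pieces was 8.53%, 32.1% and 10.7% in VEH replicates 1, 2 and 3, and 7.83%, 8.27% and 0.0326% in HDM replicates 1, 2 and 3. The highest share among HDM tumours, 8.27%, lay just below the lowest among VEH tumours. Each share is relative to the normal libraries of the same treatment, however. There the alveolar list was higher under HDM (median log2 change 0.37, not called), which lowers the HDM shares. This narrow order may therefore come from the reference. The levels of the alveolar and airway lists overlapped between the treatments. The mean log2 level of the alveolar list was 6.12 in VEH replicate 1, below HDM replicates 1 and 2 (6.20 and 6.30), and that of the airway list was 2.58, below 3.96 and 3.12. The endothelium list did separate, narrowly, at 4.30, 5.67 and 4.57 in VEH replicates 1, 2 and 3. It was at 4.26, 3.61 and 2.79 in HDM replicates 1, 2 and 3. VEH replicate 2 and HDM replicate 3 differ most from the other tumours. Leaving out tumour VEH replicate 2 moved the 3 medians to -2.09, -0.99 and -0.74, and leaving out tumour HDM replicate 3 moved the alveolar median to -1.10. Unequal amounts of lung in the dissected pieces may be the source. The share was estimated from alveolar genes, which are part of the pattern, and single libraries carry much of the difference, so dissection and an effect of treatment on how much lung remains in a tumour cannot be told apart.

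The B and plasma cells list had a median interaction of -1.24 and the type 2 allergic response list of -1.66. The type 2 median rests in part on genes near the floor, and was -0.40 without the 3 genes that are at the floor in some group. With at least 10 counts in every library it was -0.0081 and no longer called. Leaving out 1 library moved it between -0.99 (without normal HDM replicate 1) and -3.30 (without normal VEH replicate 2), and moved B and plasma cells to -2.05 without normal VEH replicate 2. With the 2 conflicting normal labels exchanged, the medians were -1.91 and -3.51, so those labels do not account for the lower values. For type 2, low counts may account for the value. A biological effect of treatment stays open and untested beyond the interaction itself.

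The cell cycle list had a median interaction of 0.77, with 20 of 20 genes positive. It was -0.083 without normal VEH replicate 2, whose cell cycle level of 4.47 stood above the 2.64 to 2.86 of the other normal libraries, and 0.52 and not called without tumour HDM replicate 3. This is consistent with tumour tissue in that normal piece as the source of most of the value. Without the 4 libraries of conflicting prefixes, which include that one, the median was 0.26 and still called, so an effect of treatment stays open.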

How the results depend on the processing

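Tumour against normal tissue was the most stable result. The count under HDM stayed within 1.5 times of 11512 under all alternatives, with 9822 to 10695 genes across the 6 fits that each left out 1 library. Under VEH, 8624 genes became 5603 without the 4 libraries of conflicting prefixes (4999 shared), and 5733 to 9070 when libraries were left out in turn, the lowest without tumour VEH replicate 1. Those fits have fewer libraries.

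The 21 genes between HDM and VEH tumours became 8 with scaling by library size only, 52 without a filter, 53 with at least 10 counts in every library, and 1311 under the DESeq2 Wald test, which included all 21. The count was 0 when only the 2 tumour groups were fitted, 0 with a block for library-name prefix, 0 without the 4 libraries of conflicting prefixes, and 66 when the 2 normal labels were exchanged, which changes only the shared estimate of spread. It ranged from 0 to 24 when libraries were left out in turn. The cause of the DESeq2 difference was not tested.

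In normal tissue, 0 genes between HDM and VEH became 43 under DESeq2, and 576 (503 higher and 73 lower) with the 2 conflicting normal labels exchanged. It was 0 in all 6 fits that left out a library, with 741 to 2127 genes at an unadjusted p below 0.05. For the interaction, 0 became 222 under DESeq2, 186 with the exchange, and 0 to 6 when libraries were left out in turn, the highest without tumour HDM replicate 3.

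Samples with the same replicate number did not pair. The correlation across genes of their deviations from group means ranged from -0.36 to 0.28 over the 12 pairs. With the replicate block, 1 gene was called between HDM and VEH tumours, and the other counts were 7830 and 11001 for tumour against normal under VEH and HDM, and 0 in normal tissue (1028 at an unadjusted p below 0.05) and in the interaction (1786).

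Other splits of the same libraries were counted as a check on chance. For tumour against normal, 1 of 10 splits of the 6 libraries gave as many genes under VEH, and 1 of 10 under HDM, the real split in each case. In tumours, 1 of 10 splits gave 21 genes or more, again the real split. In normal tissue 10 of 10 did, since the real count was 0. With 3 against 3, a share below 0.1 cannot be reached.

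No named gene reversed. Of 39 named results, 14 kept their side of the threshold under all alternatives; 15 became weaker and 10 stronger under at least 1. Among gene lists, 50 results were followed and 17 reversed under at least 1 alternative, 14 of them not called to begin with. With at least 10 counts in every library, which tests fewer genes, fibroblast and matrix became -0.32 (VEH) and -0.40 (HDM) for tumour against normal. In that fit type 2 allergic response became 0.18 and interferon response -0.062 for tumour against normal under HDM, type 2 became 0.29 in tumours, and its interaction lost its call at -0.0081. Scaling by library size only moved cell cycle in tumours to 0.028, and the replicate block moved neutrophils in normal tissue to 0.28.

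With the prefix block, macrophages and monocytes became -1.20 and neutrophils -2.92 between HDM and VEH tumours, both called, and type 2 (-3.21), B and plasma cells (-1.91), cell cycle (-0.99) and hypoxia and glycolysis (-0.83) were called as well. Only the 2 prefixes that join different treatments link the treatments in that fit, so its tumour values also draw on normal libraries. For tumour against normal it gave -0.0036 for fibroblast and matrix and 0.43 for neutrophils under VEH, and -0.34 for interferon response under HDM. Without the 4 libraries of conflicting prefixes, neutrophils were at 1.37 for tumour against normal under VEH and 3.43 in normal tissue, and interferon response under HDM was at -0.026. In tumours, cell cycle was then at 0.22, hypoxia and glycolysis at 0.11, macrophages and monocytes at -0.046 and neutrophils at -0.0066. With the exchanged labels, fibroblast and matrix under VEH was -0.12, neutrophils under VEH 0.47, cell cycle in normal tissue 0.98, neutrophils there 4.02, and the cell cycle interaction -0.80.

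When libraries were left out in turn, medians for tumour against normal under VEH ranged from -0.32 to 0.75 for type 2 and from -2.68 to 0.80 for neutrophils. Under HDM they ranged from -2.07 to 0.64 for neutrophils and from -0.13 to 0.81 for interferon response. In normal tissue, macrophages and monocytes ranged from -0.26 to 0.72 and neutrophils from -2.53 to 2.85, and the cell cycle interaction ranged from -0.083 to 1.14. Leaving out normal VEH replicate 2 gave an end of the range for each of these that includes its group. In tumours, cell cycle ranged from -0.30 to 0.11, fibroblast and matrix from -0.26 to 0.48, hypoxia and glycolysis from -0.19 to 0.012, and neutrophils from 0 (without HDM replicate 2) to 1.07. For tumour against normal under VEH, B and plasma cells lost their call with the prefix block (-1.42) and without the 4 libraries (-1.24). T and NK cells lost theirs with at least 10 counts in every library (1.41) and without the 4 libraries (1.58). Macrophages and monocytes under HDM lost theirs with scaling by size only (0.85), at least 10 counts in every library (0.45), the prefix block (0.37), removal of the 4 libraries (0.49) and the exchange (0.47). The causes of these changes were not tested.

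The simulation used the depth of these libraries and a spread scaled by an average over genes. It called 61 of 100 genes changed by a log2 of 2, and 5 of 100 changed by a log2 of 1. Only 200 genes were changed in it, against 8624 and 11512 called between tumour and normal. The Benjamini-Hochberg threshold is stricter with few changed genes, so these shares are not the power of those comparisons. The simulation did not vary depth or the number of libraries, so which of them limits the calls was not tested.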

Other observations

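The tests among splits for exchanged labels, and that of same-prefix pairs, were written before the counts were seen, except the check without 1 pair. The other tests in this part were chosen afterwards.

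For 2 of the 6 library-name prefixes, the normal and tumour libraries carry different treatment labels. A candidate explanation is that the labels of these 2 normal libraries were exchanged. Of the 10 splits of the 6 normal libraries, only the split with this exchange gave any genes between HDM and VEH, 576, with the highest median of the type 2 allergic response list (1.78, against 0.67 as labelled and at most 0.81 in the 8 other splits). Exchanging the 2 tumour labels instead gave 0 genes, against 21 as labelled, which argues against that exchange. The prefix might also name something other than the animal. Same-prefix normal and tumour libraries deviated together from their tissue means with a mean correlation across genes of 0.125, and 31 of 720 assignments gave as large a value. Without the pair of normal VEH replicate 2 it was 0.0826, with 19 of 120 assignments as large. The result with all 6 pairs thus rests in part on that pair. A treatment effect common to both tissues could also raise these correlations, since deviations were taken from tissue means. By the tumour labels, prefixes that share their first number also share a treatment. By the normal labels, VEH replicate 1 and HDM replicate 3 share that number but not the treatment. Exchanging the 2 normal labels would remove this difference. Whether the prefix names the animal stays undecided. The exchange remains a hypothesis, and the comparisons of the report use the labels as given.

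Chil3 was chosen as an example after its values were seen, and how many of the 576 genes vary like it was not tested. Normal VEH replicate 2 carried 7313 CPM, within the range of normal HDM replicates 1 and 2 (7705 and 5271). Tumour tissue in that piece could not have brought this level, since the highest Chil3 level in any tumour was 169 CPM. S100a8 was at 248 CPM in that library and at 23.3 CPM or more in normal HDM replicates 1 and 2, against 5.34 to 9.08 CPM in the other 3 normal libraries.

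Another pattern follows the labels as given. The cardiac muscle list had a median log2 change of 3.08 between HDM and VEH normal libraries, and for 9 of its 10 genes every HDM library lay above every VEH library. Myh6, for example, was at 69.8, 158 and 81.6 CPM under HDM and at 0.0411, 16.1 and 0.0842 CPM under VEH. Heart muscle in some of the pieces, or the cardiac muscle that sheathes large lung veins in mice, may be the source. The adipose tissue list had a median of 2.79, and the skeletal muscle list of 0.44. Against normal tissue, tumours had medians of -2.30 (VEH) and -5.62 (HDM) for cardiac muscle, -2.05 and -3.88 for adipose tissue (-1.72 and -3.41 with genes at their bounds) and -0.03 and -0.67 for skeletal muscle.

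Normal VEH replicate 2 also carried transcripts of the tumours. Genes present in every tumour at 5 CPM or more and below a 20th of their mean tumour level in the other 5 normal libraries, 53 in number, had a median level in this library of 20.3% of the tumour mean. The same measure was 0.54% to 3.50% in the other normal libraries. With a ratio of 50, the share was 15.4% over 9 genes. This is consistent with tumour tissue in the piece. An effect of treatment on these genes in 1 library was not tested.

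Every tumour library had lower Y-linked and higher Xist levels than every normal library. Ddx3y was at 50.5 to 70.6 CPM in normal libraries and 9.07 to 14.7 CPM in tumours, and Xist at 0.566 to 3.68 and 19.7 to 390 CPM. Animals of different sex would leave some normal libraries without Ddx3y, and the lowest of the 6 was 50.5 CPM. The 4 Y-linked genes had a median log2 change of -2.14, lower than in 96.5% of 10000 random sets of 4 genes matched on expression. Tumour cells with little or no Y-linked expression may be the source, with host tissue in the piece supplying the rest. The sex-linked list had medians of -1.90 (VEH) and -2.29 (HDM).

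Genes with lower counts under HDM in normal tissue were short. The 618 genes lower at an unadjusted p below 0.05 had a median length of 2646 bases, against 4408 bases for the 12316 genes at that expression. The log2 change correlated with gene length across genes (Spearman rho 0.24; genes are not independent replicates). A length trend of this size arose in 2 of the 10 splits of the 6 normal libraries, the labelled split included, so a length bias of some libraries and an effect of treatment cannot be told apart.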
